A study of Homo sapiens with 10 samples. Its data were reported in "Nuclear ARRB1 induces pseudohypoxia and cellular metabolism reprogramming in prostate cancer" (2014).

How the data were processed

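Total RNA from C4-2 cells, an established human prostate cancer line, was labelled as biotinylated cRNA and hybridised to Illumina whole-genome expression BeadChips. There were 10 arrays in 4 groups, which were parental cells (3 arrays), cells with the GFP vector (3 arrays), cells expressing wild-type ARRB1 fused to GFP (wtARRB1, 2 arrays) and cells expressing a nuclear ARRB1 fusion (nucARRB1, 2 arrays). The groups were taken from the sample labels, and all 10 arrays were used. The labels call the arrays of a group biological replicates and number them, but nothing in the labels pairs arrays across groups, so no pairing was fitted.

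The authors ran quality control and pre-processing in R with beadarray, and deposited a table of log2 values per probe that had not been normalised between arrays, together with a table of log2 values after quantile normalisation. Background correction is not stated in the labels or the main methods, and the supplementary methods they refer to were not read here. The log2 table without normalisation was the starting point here. Its median per array ran from 6.215 (wtARRB1 replicate 1) to 6.448 (GFP replicate 3). Quantile normalisation was applied to it in limma 3.58.1 under R 4.3.3, after which every array had a median of 6.303. The values differed from the authors' normalised log2 values by at most 0.0232 and on average by 0.0109.

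All 48801 probes were tested, because no detection p was used here and no filter on dim probes could rest on one. Gene symbols came from the probe annotation, looked up by Entrez ID. A single symbol was given to 27576 probes and several to 13, and 21212 probes were not named here. Every gene was represented by its probe with the highest mean over the 10 arrays, which gave 18664 genes, 5913 of them with several probes. No coordinates are given, since the annotation was used for names only. Signal over background was not measured. Where a group had a mean log2 of at most 6.4, near the array median, background may understate the size of a change, which stays an estimate and not a bound. That rule was chosen after the values were seen, and it covers SERPINA3, SESN2, CALCA and NOVA1 (low in GFP), CTAG2, CTAG1A, GTF2A1L and MS4A13 (low in wtARRB1) and LOC100129434 (low in nucARRB1). Arrays carry no counting depth, and the small number of arrays per group limits the precision.

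A linear model with 4 group means was fitted to the 10 arrays by limma (lmFit and eBayes, 6 residual and 9.82 prior degrees of freedom). The 2 ARRB1 groups were each compared with GFP, GFP with parental, and nucARRB1 with wtARRB1, and the mean of both ARRB1 groups was also compared with GFP. P-values were adjusted by Benjamini-Hochberg over all probes, and a gene was called at a false discovery rate of 1%. The tests of limma, camera and fry were two-sided. GeneSetTest was run one-sided, in the direction in which the list itself moved, so its counts are not on the same footing. Standard errors are those of the moderated fit, and SD is that of the arrays in a group. Parental and GFP arrays supplied the background, measured in the same way. Overlap between the ARRB1 comparisons was set beside 50 simulations and beside the overlap of independent lists. In the simulations all arrays were noise without group differences, and both comparisons used a common simulated GFP group.

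For the groups of genes, 32 lists were tested with camera of limma at a preset correlation between genes of 0.01, Benjamini-Hochberg over the lists of a comparison and an adjusted p threshold of 0.05. The lists held 711 genes, of which 647 were measured. They covered arrestins, HIF1A targets, glycolysis, the tricarboxylic acid (TCA) cycle, pyruvate dehydrogenase, oxidative phosphorylation, glutamine use, choline phospholipids, DNA replication, mitosis, CDK inhibitors with p53 targets, histones, ribosomal proteins, the ATF4 amino acid response, endoplasmic reticulum (ER) chaperones, androgen response, cholesterol synthesis, MYC targets, CREB targets, interferon response, heme and iron, immediate early genes, heat shock, endocytic adaptors, luminal, basal, neuroendocrine and mesenchymal markers, markers of fibroblasts, endothelium and blood, housekeeping genes, and a pair of lists of genes named in the study's text (HIF1A targets and mitochondrial enzymes). The genes of that pair were chosen by the study on these samples. The ATF4 list was written after part of the study's supplement had been read, so neither it nor that pair is independent evidence. Camera with an estimated correlation, fry and geneSetTest were run beside the preset correlation. Fry asks whether the genes of a list move, on balance, in 1 direction and does not compare the list with other genes.

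Genes named in the text were ARRB1, the 6 called genes with the largest rise and the 6 with the largest fall whose groups did not overlap, the genes that the study's text names for these arrays, up to 2 risen and 2 fallen members with the largest change from each list described, and HIF1A. Chance alone keeps the groups of a gene apart in 10% of genes for 3 arrays against 3, in 20% for 2 against 3 and in 33.3% for 2 against 2. Genes named outside that rule are given as chosen after their values were seen. Y-linked genes were not named.

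The same code was tested on simulated data for 18664 genes with 200 changed genes. With 2 arrays against 3, as for nucARRB1 and GFP, it found 31.3% of the genes changed 1.5-fold, 94% of those changed 2-fold and 100% of those changed 4-fold, with 3 false calls. With 3 arrays against 3, as for GFP and parental, it found 55.2%, 98.5% and 100%, with 6 false calls. In both designs the list that had been moved, made of genes raised 2-fold, was called and 0 of 32 random lists were called. Genes were simulated as independent of one another, whereas the estimated correlation of the mitosis list in the data was 0.798. The simulation therefore does not test camera at the preset correlation on lists of correlated genes.

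The alternatives were a normexp background with an offset of 50, median scaling, cyclic loess, the authors' normalised values, a false discovery rate of 5%, a minimum log2 change of 1, a fit to the arrays of the compared groups only, eBayes with trend and robust, array weights, a replicate block, each array left out in turn, parental cells or the mean of both control groups as the control, no shared control, probes averaged per gene, any probe of a gene, and the other list tests. Filters on mean signal, parental cells without parental replicate 1 as the control, and a HIF1A list without shared genes were added after the data had been seen. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.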

Results

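Gene expression was measured on 10 arrays of C4-2 cells, 3 parental, 3 with the GFP vector, 2 with wtARRB1-GFP and 2 with nucARRB1-GFP, to determine what wild-type and nuclear ARRB1 change in the transcriptome. The control and ARRB1 arrays separated along the main axis of a principal component analysis, which held 45.2% of the variance. The parental arrays lay at -9.45, -20.28 and -20.16 on it, the GFP arrays at -29.92, -26.49 and -28.11, the wtARRB1 arrays at 32.46 and 25.49, and the nucARRB1 arrays at 45.52 and 30.94, so that the 2 ARRB1 groups overlapped. Correlations between arrays of a group ran from 0.98178 to 0.99206, and those between a control and an ARRB1 array from 0.95989 to 0.98242. Parental replicate 1 lay nearer to the ARRB1 arrays than the other control arrays did, and nucARRB1 replicate 1 stood apart from its partner on the next axis, at -35.59 against 8.67.

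ARRB1 itself, the scaffold protein β-arrestin 1, was read first. Its probe ILMN_1819608 gave log2 values of 8.27, 8.47 and 8.43 in parental cells, 8.12, 8.58 and 8.61 in GFP cells, 7.71 and 7.64 in wtARRB1 cells, and 8.29 and 7.70 in nucARRB1 cells. It fell by 0.76 in wtARRB1 against GFP (SE 0.166, adjusted p = 0.00714, limma), and differed by -0.44 in nucARRB1 (adjusted p = 0.138) and by 0.32 between nucARRB1 and wtARRB1 (adjusted p = 0.78). The call in wtARRB1 ended without any of 6 arrays taken singly, 2 parental, 2 GFP and either wtARRB1 array (adjusted p from 0.0131 to 0.0614). The other 3 ARRB1 probes were not called in any comparison. The constructs carried a synthetic coding sequence, and whether these probes read it was not tested, so the values do not check the labels.

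Cells expressing nucARRB1 were compared with GFP cells to ask what nuclear ARRB1 changes. Genes of DNA replication and mitosis were lower in nucARRB1, genes of the amino acid response driven by the transcription factor ATF4 were higher, and several glycolytic enzymes were lower. The largest rises were in S100P, a calcium-binding protein, at 21-fold (log2 12.02 ± 0.412 SD, n = 2, against 7.63 ± 0.181, n = 3, adjusted p = 0.00147), CTH, the enzyme that makes cysteine from cystathionine, at 9.28-fold, and DDIT4, an inhibitor of mTORC1, at 8.83-fold. The largest falls were in CDC45, a part of the replicative helicase, which fell by 3.09 on the log2 scale (8.18 ± 1.20 against 11.27 ± 0.0238, adjusted p = 9.94e-05), and UHRF1, which maintains DNA methylation, which fell by 3.01 (adjusted p = 3.06e-07). S100P was also high in parental replicate 1, at a log2 of 10.86 against 6.61 and 6.73 in the other parental arrays.

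Of 18664 genes, 2027 were called in nucARRB1 against GFP by limma (10.9%), 927 higher and 1100 lower (512 and 1316 with median scaling), and 303 rose and 351 fell at least 2-fold. Further large rises were PRSS1, a trypsinogen (log2 change 3.04, SE 0.312, adjusted p = 1.02e-05), SERPINA3, a protease inhibitor (2.77, adjusted p = 5.3e-06), and GDF15, a stress-induced cytokine (2.66, adjusted p = 1.69e-06). Further large falls were MCM10, a replication initiation factor (-2.98), TK1, thymidine kinase (-2.95), AURKB, a mitotic kinase (-2.91), and ID3, an inhibitor of basic helix-loop-helix factors (-2.91, SE 0.161, adjusted p = 3.73e-08). The other probe of UHRF1 was not called. Without nucARRB1 replicate 1 the count of called genes was 1281. Of 77 called genes examined singly, 54 kept the call without any 1 array and 23 lost it without at least 1.

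Among DNA replication genes, 31 of 36 measured members fell in nucARRB1, 0 rose and 5 did not pass (0 up and 32 down adjusted over the list alone), with a median log2 change of -1.60. Camera gave an adjusted p of 3.52e-31, and adjusted p = 0.134 with an estimated correlation. Among mitosis genes 32 of 36 fell and 0 rose (0 up and 36 down adjusted over the list alone), with a median of -1.96 (camera adjusted p = 3.02e-29, or adjusted p = 0.169 with an estimated correlation). AURKB fell as above, and CCNA2, the cyclin of S phase and G2, fell by 2.80 (adjusted p = 4.13e-05). The mitosis score, the mean log2 of the list relative to GFP, was -2.63 in nucARRB1 replicate 1 and -1.20 in replicate 2, and without replicate 1 the median of the list was -1.29. Against parental cells the medians in nucARRB1 were smaller in size, -1.28 for replication and -1.59 for mitosis. MYC targets, many of which serve ribosome assembly, had 13 of 26 members lower and 0 higher (0 up and 16 down adjusted over the list alone), among them PA2G4 (-1.53, adjusted p = 1.16e-05) and NOP56 (-1.07, adjusted p = 1.37e-05). Their median was -0.59 (camera adjusted p = 9.53e-10, or adjusted p = 0.128 with an estimated correlation). Among CDK inhibitors and p53 targets 4 of 23 rose and 2 fell (8 up and 2 down adjusted over the list alone, camera adjusted p = 0.0506), with rises in TP53INP1 (1.26) and SESN2 (0.95) and falls in BAX (-1.03) and CDKN2D (-0.86). The CDKN2D call ended without nucARRB1 replicate 1 (adjusted p = 0.0203), and the other probes of BAX and CDKN2D were not called.

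In the ATF4 amino acid response, which covers amino acid synthesis, import and tRNA charging, 24 of 35 genes rose in nucARRB1, 0 fell and 11 did not pass (28 up and 1 down adjusted over the list alone). The median was 0.95 (camera adjusted p = 5.15e-23, or adjusted p = 0.134 with an estimated correlation). CTH rose by 3.21 (SE 0.185, adjusted p = 5.62e-08) and DDIT4 by 3.14 (SE 0.292, adjusted p = 4.56e-06), and STC2, a secreted glycoprotein, rose by 2.00 (adjusted p = 4.93e-07). This list was written after part of the study's supplement had been read and is not independent evidence. Against parental cells its median in nucARRB1 was 0.778. The ATF4 score relative to GFP was 0.975 and 1.40 in the nucARRB1 arrays and 1.47 and 1.33 in the wtARRB1 arrays, and it was 0.545 in parental replicate 1 against 0.155 and 0.156 in the other parental arrays.

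The HIF1A target genes named in the study's text moved unevenly. Of 14 measured, 8 rose, 1 fell and 5 did not pass (11 up and 2 down adjusted over the list alone), with a median of 0.96 (camera adjusted p = 6.76e-07, or adjusted p = 0.169 with an estimated correlation). The genes were chosen by the study on these samples, so neither count is independent evidence. With parental cells as the control the median of these genes was 0.614 (camera adjusted p = 1.89e-05). STC2 and VEGFA, the angiogenic growth factor, led (VEGFA 3.78-fold, log2 9.23 ± 0.342 against 7.32 ± 0.214, adjusted p = 1.45e-05), followed by BNIP3L, a mitophagy receptor (1.68), VEGFB (1.33), PPARG, a regulator of lipid synthesis (1.22), SLC2A12, a glucose transporter (1.21), PGM1 (0.89) and ENO3 (0.81). HK2, a hexokinase, fell by 0.51 (adjusted p = 0.0046). Without at least 1 of the 10 arrays the adjusted p reached 0.0597 for HK2, 0.0165 for PGM1, 0.0489 for SLC2A12 and 0.0153 for VEGFB. ALDOC (1.03, adjusted p = 0.0877), BNIP3 (0.61, 0.057), MXI1 (0.47, 0.0168), LONP1 (0.48, 0.323) and ALDOA (-0.44, 0.0355) did not pass, of which ALDOC and BNIP3 passed without parental replicate 1 (adjusted p = 0.000543 and 0.00416) and LONP1 without nucARRB1 replicate 1 (0.00606). The other probes of ENO3, HK2, PPARG and VEGFB were not called. The score of these genes was 0.528 in parental replicate 1, against 0.0956 and 0.0739 in the other parental arrays and 0.955 and 0.857 in nucARRB1.

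In the wider list of HIF1A targets, which shares 7 of those 14 genes, 3 of 44 members rose (STC2, VEGFA and BNIP3L) and 5 fell, 36 not passing (6 up and 6 down adjusted over the list alone). CA12, a carbonic anhydrase, fell by 1.44 (adjusted p = 7.36e-06) and LDHA, lactate dehydrogenase A, by 0.97 (adjusted p = 0.00071), and HK2 with the phosphofructokinase genes PFKFB3 (-0.91) and PFKL (-0.54) made up the rest. The median was -0.0121, while the mean was 0.163 and the direction of camera was up, and the list was not called (camera adjusted p = 0.589, or adjusted p = 0.852 with an estimated correlation). The mRNA of HIF1A, the transcription factor itself, differed by -0.23 (limma adjusted p = 0.526), and its protein was not measured here.

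Lists of metabolic enzymes were examined next in nucARRB1. In glycolysis 10 of 20 genes fell, 1 rose and 9 did not pass (1 up and 11 down adjusted over the list alone), with a median of -0.50 (camera adjusted p = 6.33e-05, or adjusted p = 0.148 with an estimated correlation). TPI1 fell by 1.28 (adjusted p = 4.22e-06) and PKM, pyruvate kinase, by 1.08 (adjusted p = 0.000182), whereas the muscle enolase ENO3 rose. In the pyruvate dehydrogenase group, which links glycolysis to the TCA cycle, 3 of 13 fell and 0 rose (1 up and 3 down adjusted over the list alone, median -0.34, camera adjusted p = 0.0156, or adjusted p = 0.148 with an estimated correlation). That call ended without nucARRB1 replicate 2 (adjusted p = 0.0853) and with parental cells as the control (0.0842). Among the mitochondrial enzymes named in the study's text, DLAT fell by 0.72 (0.607-fold, adjusted p = 0.000358), SDHA by 0.97 (0.509-fold, adjusted p = 0.000266) and PDHA1 by 0.91 (0.534-fold, adjusted p = 0.00951), IDH1, a cytosolic isocitrate dehydrogenase, rose 1.78-fold (0.83, adjusted p = 0.000496), and DLD did not pass (0.82-fold, adjusted p = 0.262). FH, the fumarate hydratase also named there, was not examined, since no probe that could be named here was annotated to it and 21212 probes were left without a name. The PDHA1 call ended without any of 6 arrays taken singly (adjusted p from 0.0102 to 0.102). Of the 5 measured 1 was higher and 3 lower, by both adjustments, with a median of -0.72 (camera adjusted p = 0.0648), and since the study chose them on these samples they are not independent evidence.

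In the TCA cycle IDH2 (-1.50, adjusted p = 5.9e-05), SDHA and CS (-0.69) fell and IDH3G rose (0.49), 10 of 14 genes not passing (2 up and 7 down adjusted over the list alone, median -0.34, camera adjusted p = 0.0562). Of 68 subunits of oxidative phosphorylation 3 rose and 7 fell (9 up and 12 down adjusted over the list alone, median -0.0364, camera adjusted p = 0.589), including COX7B (0.83), NDUFA11 (0.79) and UQCRC1 (-0.70). In glutamine use 5 of 15 genes rose, with ME1, malic enzyme (1.15), and SLC1A5, a glutamine transporter (0.87), and 3 fell, with GOT2 (-1.02) and IDH2, the list having a camera adjusted p of 0.574. In choline phospholipid synthesis 3 of 17 rose, with GDPD1 (0.99) and CEPT1 (0.69), and 2 fell, PCYT2 (-0.82) and SLC44A2 (-0.59), the list having a camera adjusted p of 0.59. Adjusted over the list alone the last pair of lists had 6 up with 5 down and 4 up with 3 down. Without at least 1 array the adjusted p reached 0.0447 for IDH3G, 0.0217 for COX7B, 0.0645 for NDUFA11, 0.0953 for UQCRC1, 0.0485 for CEPT1, 0.0456 for PCYT2 and 0.0349 for SLC44A2.

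Further groups were called in nucARRB1 against GFP. Ribosomal protein genes were higher, 16 of 68 rising and 0 falling (20 up and 2 down adjusted over the list alone, median 0.22, camera adjusted p = 1.04e-06, or adjusted p = 0.128 with an estimated correlation), led by RPL21 (1.49) and RPL26 (1.26). Both of these were lower in GFP than in parental cells, and with parental cells as the control the median of the list was 0.176 (camera adjusted p = 0.000216). Heat shock genes were lower, 4 of 12 falling and 0 rising (0 up and 6 down adjusted over the list alone, median -0.33, camera adjusted p = 0.00104, or adjusted p = 0.128 with an estimated correlation), with the chaperones HSPH1 (-1.17) and HSPB1 (-1.07), and without nucARRB1 replicate 2 the median was -0.567. Housekeeping genes had 5 of 9 lower, with TUBB (-2.03), a tubulin, and 1 higher, B2M (1.32), by both adjustments (median -0.55, camera adjusted p = 0.0156, or adjusted p = 0.148 with an estimated correlation). Immediate early genes had 1 of 13 higher by both adjustments, ATF3 (2.06, adjusted p = 9.24e-08), and 0 lower (median 0.40, camera adjusted p = 0.00398, or adjusted p = 0.232 with an estimated correlation). CREB targets had 1 of 17 higher, RGS2 (1.94), and 0 lower (2 up and 0 down adjusted over the list alone, median 0.15, camera adjusted p = 0.0419, or adjusted p = 0.313 with an estimated correlation). Without nucARRB1 replicate 1 the last pair of calls ended (adjusted p = 0.384 and 0.265), and without GFP replicate 1 that of the CREB targets ended (0.0813), whereas without nucARRB1 replicate 2 the median of the immediate early genes was 0.616.

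Camera called 12 of the 32 lists in nucARRB1 against GFP. With an estimated correlation 0 of 32 were called, 9 having an unadjusted p under 0.05, while fry of limma called 14 and geneSetTest 13.

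**Figure D1:**
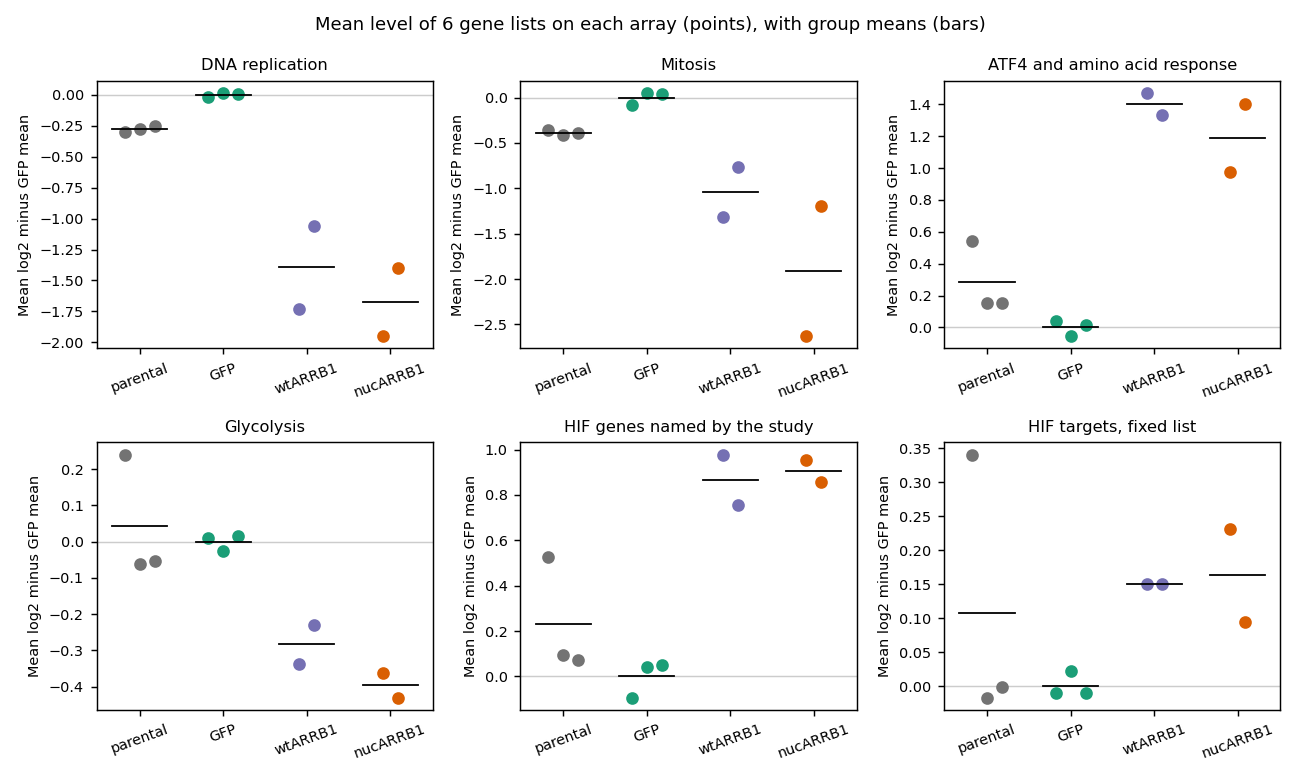
Mean log2 level of 6 gene lists on each of the 10 arrays, relative to the mean of the GFP arrays, with 1 point per array and the groups along the horizontal axis. The ATF4 score was 0.975 and 1.40 in nucARRB1 and 1.47 and 1.33 in wtARRB1, and the mitosis score was -2.63 and -1.20 in nucARRB1.

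Cells expressing wtARRB1 were compared with GFP cells to ask what the unrestricted fusion changes. Among the largest rises were S100P at 45-fold (log2 13.12 ± 0.0822 SD, n = 2, against 7.63 ± 0.181, n = 3, adjusted p = 0.000297), DDIT4 at 13.9-fold (adjusted p = 1.42e-06), GDF15 at 7.69-fold and CTH at 7.08-fold. TSC22D3, a glucocorticoid-induced leucine zipper protein, rose by 2.76 on the log2 scale (SE 0.191, adjusted p = 4.95e-07) and SERPINA3 by 2.60. The largest falls were in ID1 (-3.13, SE 0.163, adjusted p = 5.08e-08) and ID3 (-2.65), inhibitors of differentiation, followed by UHRF1 (-2.53), FEN1, a flap endonuclease (-2.35), MCM2, a helicase subunit (-2.31), and TYMS, thymidylate synthase (-2.27). The other probes of ID1 and UHRF1 were not called.

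In wtARRB1 against GFP 1672 genes were called (8.96%), 795 higher and 877 lower (345 and 1264 with median scaling), and 250 rose and 246 fell at least 2-fold. The count was 1013 without wtARRB1 replicate 1, 1096 without GFP replicate 1 and 1087 without GFP replicate 3. Of 70 called genes examined singly, 36 kept the call without any 1 array and 34 lost it without at least 1.

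ATF4 genes were higher in wtARRB1, 29 of 35 rising and 0 falling (33 up and 0 down adjusted over the list alone), with a median of 1.23 (camera adjusted p = 1.06e-31, or adjusted p = 0.125 with an estimated correlation; the list is not independent evidence, as above). DNA replication genes were lower, 28 of 36 falling and 0 rising (0 up and 31 down adjusted over the list alone, median -1.40, camera adjusted p = 7.03e-29, or adjusted p = 0.133 with an estimated correlation). In mitosis 15 of 36 fell and 0 rose (0 up and 28 down adjusted over the list alone, median -1.05, camera adjusted p = 1.84e-15, or adjusted p = 0.399 with an estimated correlation), with CCNA2 (-1.62, adjusted p = 0.00505) and CDK1, the mitotic kinase (-1.60, adjusted p = 0.00829). Without at least 1 array the adjusted p reached 0.114 for CCNA2 and 0.188 for CDK1, and fry did not call the mitosis list (adjusted p = 0.063). MYC targets had 12 of 26 lower and 0 higher (1 up and 14 down adjusted over the list alone, median -0.55, camera adjusted p = 1.18e-09, or adjusted p = 0.125 with an estimated correlation), PA2G4 (-1.17) and NOP56 (-1.08) among them. Against parental cells the medians in wtARRB1 were smaller in size, 1.05 for ATF4, -1.15 for replication and -0.698 for mitosis genes. The ATF4 score of parental replicate 1, 0.545, lay between those of the other parental arrays (0.155 and 0.156) and of wtARRB1.

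Of the 14 HIF1A targets named in the study's text, 6 rose in wtARRB1 and 0 fell (10 up and 0 down adjusted over the list alone), with a median of 0.90 (camera adjusted p = 1.46e-07, or adjusted p = 0.205 with an estimated correlation), and again they are not independent evidence. Their median was 0.571 with parental cells as the control (camera adjusted p = 1.2e-06). STC2 (1.91, adjusted p = 1.2e-06), VEGFA (1.89, adjusted p = 2.82e-05), BNIP3L (1.47), ENO3 (1.14), PPARG (1.05) and PGM1 (0.88) passed. Values that did not pass were 0.92 for SLC2A12 (adjusted p = 0.0233), 0.76 for BNIP3 (0.0164), 0.97 for ALDOC (0.127), 0.80 for LONP1 (0.0492), 0.47 for MXI1 (0.0177), 0.43 for VEGFB (0.37), -0.26 for HK2 (0.206) and -0.31 for ALDOA (0.21). The calls on PGM1 and PPARG ended without wtARRB1 replicate 1 (adjusted p = 0.0892 and 0.0178), and BNIP3 passed without parental replicate 1 (0.000815), as did ALDOC (0.0012). BNIP3, SLC2A12 and LONP1 also passed without either nucARRB1 array, at adjusted p up to 0.00883, 0.000298 and 0.00353, and LONP1 without wtARRB1 replicate 2 (0.00805). In the wider HIF1A list 6 of 44 rose and 3 fell (8 up and 7 down adjusted over the list alone), and the list was not called (median 0.0356, camera adjusted p = 0.738, or adjusted p = 0.892 with an estimated correlation). PFKFB3 (-0.89) and ZNF395 (-0.71) were among those that fell, losing the call without at least 1 array (adjusted p up to 0.0321 and 0.0106), and HIF1A differed by -0.20 (adjusted p = 0.614).

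In glycolysis 5 of 20 genes fell in wtARRB1 and 1 rose (1 up and 9 down adjusted over the list alone, median -0.42, camera adjusted p = 0.000559, or adjusted p = 0.231 with an estimated correlation), with falls in TPI1 (-0.97) and PKM (-0.81). Of the mitochondrial enzymes named in the study's text IDH1 rose 2.29-fold (1.20, adjusted p = 3.22e-05) and DLAT fell by 0.63 (0.646-fold, adjusted p = 0.00143), while SDHA (-0.63, adjusted p = 0.0107), PDHA1 (-0.58, 0.129) and DLD (-0.20, 0.529) did not pass (1 up and 2 down adjusted over the list alone, camera adjusted p = 0.324). In the TCA cycle IDH2 fell (-1.03) and SUCLA2 rose (0.93), and the list was not called (4 up and 3 down adjusted over the list alone, camera adjusted p = 0.951). The calls on PKM, DLAT and IDH2 ended without wtARRB1 replicate 1 (adjusted p = 0.0669, 0.0273 and 0.041), and SDHA passed without parental replicate 1 or either nucARRB1 array (adjusted p = 0.00964, 0.00253 and 0.00243).

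Ribosomal protein genes had 8 of 68 higher in wtARRB1 and 0 lower (12 up and 0 down adjusted over the list alone, median 0.15, camera adjusted p = 4.87e-05, or adjusted p = 0.125 with an estimated correlation). The median of this list was -0.0683 in GFP against parental cells, and with parental cells as the control it was 0.0801 in wtARRB1 and the call ended (adjusted p = 0.0634). Heat shock genes had 6 of 12 lower and 0 higher by both adjustments (median -0.45, camera adjusted p = 0.000175, or adjusted p = 0.125 with an estimated correlation), HSP90AA1 (-1.13, adjusted p = 7.6e-05) and HSPA1B (-1.13) among them. The HSPA1B call ended without wtARRB1 replicate 2 (adjusted p = 0.0272). Cholesterol synthesis genes had 3 of 19 lower, with EBP (-1.27), and 1 higher, SC5D at 1.22 (2 up and 6 down adjusted over the list alone, median -0.32, camera adjusted p = 0.0145, or adjusted p = 0.417 with an estimated correlation). The cholesterol list lost its call without wtARRB1 replicate 2 (adjusted p = 0.0539), and SC5D lost its call without at least 1 array (adjusted p up to 0.0191). Housekeeping genes had 3 of 9 lower, with TUBB (-1.96) and ACTB (-0.86), and 1 higher, B2M at 0.76 (1 up and 5 down adjusted over the list alone, median -0.43, camera adjusted p = 0.00602, or adjusted p = 0.125 with an estimated correlation), the B2M call reaching an adjusted p of 0.145 without wtARRB1 replicate 2. Camera called 10 of the 32 lists, 0 with an estimated correlation (7 at an unadjusted p under 0.05), while fry of limma called 11 and geneSetTest 10.

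The ARRB1 comparisons shared 1270 genes called in the same direction, 566 higher and 704 lower, which was 62.7% of the calls in nucARRB1 and 76% of those in wtARRB1, and 1 gene was called in opposite directions. S100P, CTH, DDIT4, GDF15 and SERPINA3 were among the shared rises and UHRF1 and ID3 among the shared falls. Independent lists of these sizes would share 39.5 higher and 51.7 lower genes. Unchanged simulated groups set against a common simulated GFP group shared 0.02 on average and 1 at most in 50 simulations. Noise alone gives hardly any calls, so that count does not measure how much of the overlap the shared control adds. Across genes, which are not independent replicates, log2 changes correlated at r = 0.854 against 0.399 simulated, with a covariance of 0.132 against 0.00746, a difference of 0.124, and 73.6% had the same sign against 63.1% simulated. Without a common control, 685 genes were shared by nucARRB1 against GFP and wtARRB1 against parental (r = 0.734), and 819 by nucARRB1 against parental and wtARRB1 against GFP (r = 0.739). The shared count was 808 without wtARRB1 replicate 1, 838 without GFP replicate 1 and 827 without GFP replicate 3. Both ARRB1 groups together against GFP gave 2556 called genes, 1174 higher and 1382 lower (606 and 1859 with median scaling).

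**Figure D2:**
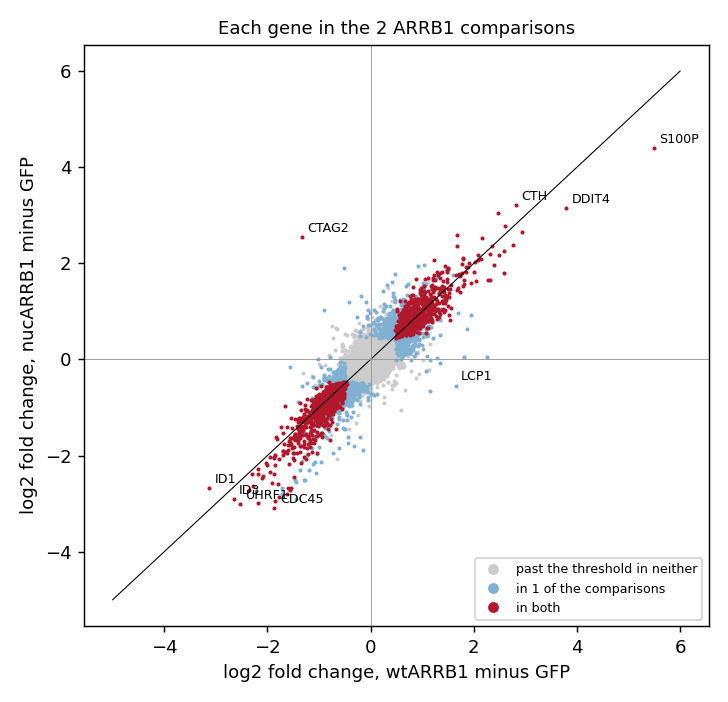
Log2 change of each gene in wtARRB1 against GFP (horizontal) and in nucARRB1 against GFP (vertical), with the genes called in both comparisons marked. Of the shared calls, 1270 had the same direction and 1 the opposite.

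GFP cells were compared with parental cells to give the background of the vector, selection and line derivation. BEX1, a small neuronal protein, was higher in GFP (2.79-fold, log2 9.62 ± 0.160 SD, n = 3, against 8.14 ± 0.399, n = 3, adjusted p = 0.000673). PHLDA1 (-1.61, adjusted p = 0.00959), the RNA-binding protein NOVA1 (-1.33, 0.00667), the snoRNA host SNHG5 (-1.03, 0.00382), the ribosomal protein genes RPL34 (-0.94, 0.00322) and RPL21 (-0.86, 0.00919), and the non-coding RNAs ILRUN-AS1 (-0.92, 0.0051) and MIR99AHG (-0.90, 0.00798) were lower. With RPL26 these made the 9 genes called by limma, 1 higher and 8 lower. The count was 0 without parental replicate 2, GFP replicate 2 or GFP replicate 3, 1 without GFP replicate 1, 2 without parental replicate 3, 32 without nucARRB1 replicate 1 and 33 without nucARRB1 replicate 2, and 1872 genes had an unadjusted p under 0.05. Each of the 8 genes with a value here lost its call without at least 3 of the arrays taken singly, at adjusted p up to 0.0973.

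Lists also moved by a little in GFP against parental, with few or no members past the test. Mitosis genes had a median of 0.40 (0 of 36 called, 1 up adjusted over the list alone, camera adjusted p = 4.39e-09, or adjusted p = 0.685 with an estimated correlation) and replication genes of 0.28 (0 of 36 by both adjustments, camera adjusted p = 4.39e-09, or adjusted p = 0.685 with an estimated correlation). ATF4 genes had a median of -0.18 (0 of 35 called, 2 down adjusted over the list alone, camera adjusted p = 7.59e-08, or adjusted p = 0.685 with an estimated correlation), which was -0.27 without parental replicate 2. Ribosomal proteins had 3 of 68 lower (10 down adjusted over the list alone, median -0.0683, camera adjusted p = 0.000236, or adjusted p = 0.62 with an estimated correlation), with a median of -0.0356 without parental replicate 1 and -0.032 without GFP replicate 3. The HIF1A targets named in the study's text (-0.21, 0 of 14 called, 1 down adjusted over the list alone, camera adjusted p = 0.00269, or adjusted p = 0.685 with an estimated correlation) lost the call without parental replicate 1 (adjusted p = 0.468). ER chaperones (-0.15, 0 of 19 called, 1 down adjusted over the list alone, camera adjusted p = 0.0038, or adjusted p = 0.685 with an estimated correlation) had a median of -0.0832 without parental replicate 2 and -0.0911 without GFP replicate 1. Fry called 0 of the 32 lists here, 4 having an unadjusted p under 0.05, camera with an estimated correlation called 0 (1 at an unadjusted p under 0.05), and geneSetTest called 9.

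The ARRB1 groups were compared with each other to ask what differs when the protein is kept in the nucleus. CTAG2, a cancer-testis antigen, was 14.7-fold higher in nucARRB1 (log2 10.27 ± 0.507 SD, n = 2, against 6.39 ± 0.220, n = 2, adjusted p = 7.82e-06), and its relative CTAG1A was 5.34-fold higher (8.66 against 6.24, adjusted p = 0.000119). Background may understate both folds, since the wtARRB1 values lay near the array median of 6.303 and were not shown to lie above background. VIM, vimentin, an intermediate filament of mesenchymal cells, was 3.04-fold higher (adjusted p = 0.00372). LCP1, an actin-bundling protein of blood and tumour cells, fell by 2.20 (10.67 ± 0.533 against 12.87 ± 0.153, adjusted p = 0.00182), and DDC, dopa decarboxylase, fell by 1.81 (adjusted p = 0.000605). Limma called 12 genes, 9 higher and 3 lower, and 1879 had an unadjusted p under 0.05. The count was 243 without nucARRB1 replicate 2, 6 without nucARRB1 replicate 1, 3 without wtARRB1 replicate 2, 5 without parental replicate 2 and 7 without GFP replicate 2. Mitosis genes were lower as a list in nucARRB1 than in wtARRB1, with a median of -0.963 and 0 of 36 members called (0 up and 3 down adjusted over the list alone, camera adjusted p = 9.47e-21, or adjusted p = 0.4 with an estimated correlation), and without nucARRB1 replicate 1 the median was -0.163. CTAG2 and CTAG1A kept their calls without any 1 array, while LCP1 and DDC lost theirs without wtARRB1 replicate 2 (adjusted p = 0.0317 and 0.0205) and VIM lost its call without any of 4 arrays taken singly (adjusted p up to 0.0607). The other probes of CTAG2, CTAG1A and VIM were not called.

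**Figure D3:**
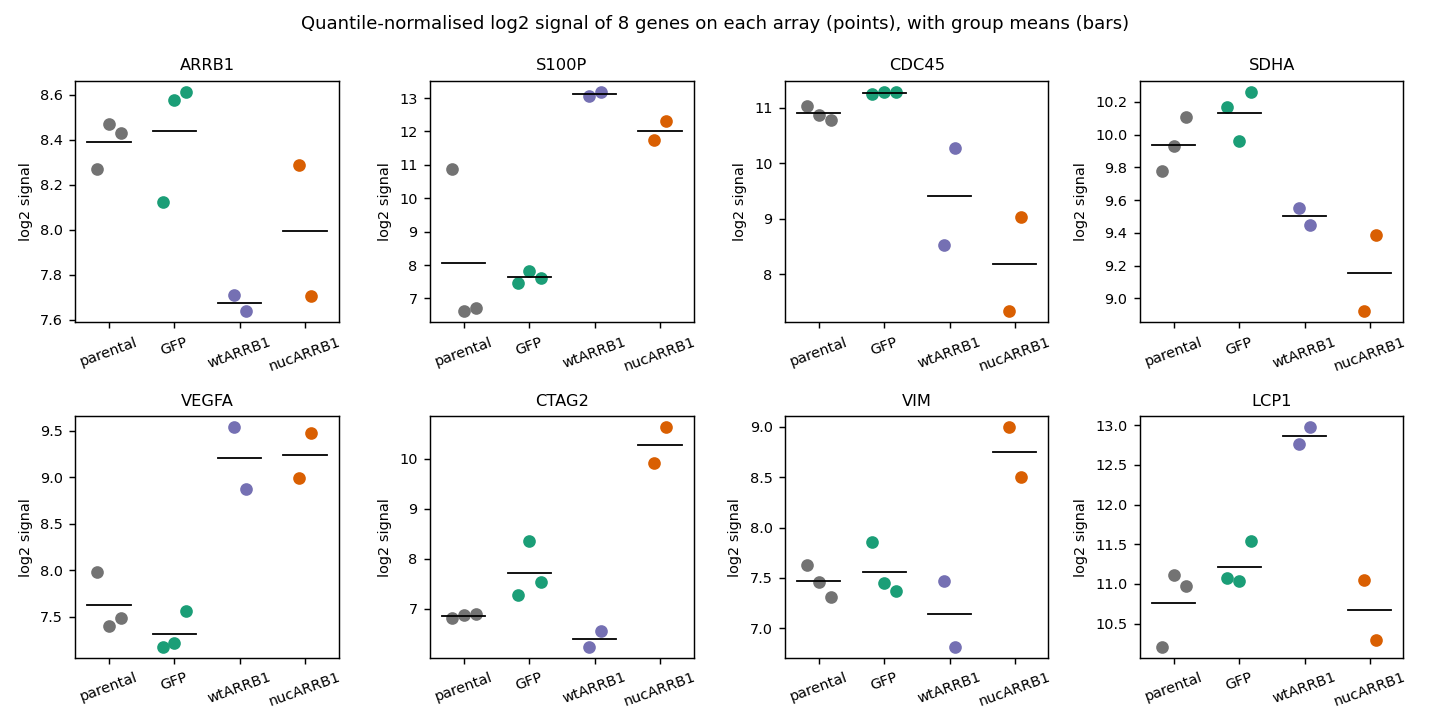
Log2 signal of named genes on each of the 10 arrays, with 1 point per array, the groups along the horizontal axis and a bar at the group mean. S100P lay at 10.86 in parental replicate 1, and CTAG2 had a mean of 10.27 in nucARRB1 and 6.39 in wtARRB1.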

Values the study reported

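For nucARRB1 cells, the study reported expression of PDHA1 at 0.5-fold, of DLAT at 0.6-fold and of DLD at 0.8-fold, and of IDH1 at 2.5-fold. It reported lower SDHA and FH on these arrays, and FH was not examined here. IDH1 rose by less here, against GFP, than in the study. The study's main text names neither the control nor the probe of its fold values, so these may differ. The study also reported faster proliferation of nucARRB1 and wtARRB1 cells, and increased expression of glycolytic genes. It measured higher glucose uptake and lactate secretion in nucARRB1 cells than in control cells. The glycolysis list used here also holds enzymes that the study's text does not name, TPI1 and PKM among them. Here the replication, mitosis and glycolysis lists were lower in both groups against GFP by camera, calls that ended with an estimated correlation. Of the glycolytic genes named by the study, ENO3 and PGM1 were called higher in nucARRB1 and HK2 lower, while ALDOA and ALDOC did not pass. The HK2 call ended without any single GFP array, and the PGM1 call without GFP replicate 1 or 2. The other probes of ENO3 and HK2 were not called. Proliferation, glucose uptake and lactate secretion were not measured on these arrays. The study derived 854 potential direct target genes by joining the expression profile to ARRB1 binding sites. Binding data were not analysed here.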

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

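The test of whether 1 array carries the mitosis result was chosen after that result was seen, as was the cancer-testis group. The genes and lists here were singled out because the difference between nucARRB1 and wtARRB1, each measured against the same controls, was itself past the test of limma.

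Genes higher in nucARRB1 than in wtARRB1 included cancer-testis genes, which are normally expressed in the testis, CTAG2 (log2 difference of 3.88, adjusted p = 7.82e-06), CTAG1A (2.42, adjusted p = 0.000119) and VCX2 (1.30, adjusted p = 0.00376). CTAG2 rose in nucARRB1 against GFP (2.55) and fell in wtARRB1 against GFP (-1.33, adjusted p = 0.00208, a call that did not hold without wtARRB1 replicate 1). Also higher were TNFRSF19, a receptor of the tumour necrosis factor family (1.95, adjusted p = 0.0031), VIM (1.60, adjusted p = 0.00372), HERC5, an interferon-induced ligase (1.28, adjusted p = 0.00464), MS4A13 (1.15, adjusted p = 0.00372) and GTF2A1L, a germ cell transcription factor (1.09, adjusted p = 0.00376). Lower were LCP1 (-2.20, adjusted p = 0.00182), DDC (-1.81, adjusted p = 0.000605) and LOC100129434 (-1.32, adjusted p = 0.000467). CTAG2, CTAG1A, MS4A13, GTF2A1L and LOC100129434 have a group near the median of the arrays, not shown to lie above background. Of the 4 fits that each left out 1 ARRB1 array, CTAG2, CTAG1A and LOC100129434 were called in 4, GTF2A1L, LCP1 and DDC in 3, VIM, VCX2 and HERC5 in 2, and TNFRSF19 and MS4A13 in 1. Leaving out a control array, parental replicate 2 in each case, ended the calls on TNFRSF19 (adjusted p = 0.0105), MS4A13 (0.0105), VIM (0.0115), VCX2 (0.0115), GTF2A1L (0.0119) and HERC5 (0.0158), and other control arrays did so for VIM and GTF2A1L (GFP replicate 2) and for VCX2 and HERC5 (parental replicate 3, GFP replicates 2 and 3), at adjusted p up to 0.0158.

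Lists with a lower median in nucARRB1 than in wtARRB1 were mitosis (-0.963, camera adjusted p = 9.47e-21), the mitochondrial enzymes named in the study's text (-0.326, 0.0345), the TCA cycle (-0.265, 0.000113), the ATF4 response (-0.243, 0.00279), DNA replication (-0.21, 0.000113), ER chaperones (-0.182, 0.00444), glycolysis (-0.172, 0.0249) and oxidative phosphorylation (-0.0933, 0.00195). Lists with a higher median were immediate early genes (0.211, 0.000301), cholesterol synthesis (0.0984, 0.00444), ribosomal proteins (0.0793, 0.0236) and CREB targets (0.0655, 0.0325). No member of these lists was called singly by limma, where 1879 of all genes had an unadjusted p under 0.05. With an estimated correlation camera called 0 of the 32 lists (adjusted p for the lists above from 0.4, for mitosis, to 0.553, for the ATF4 response, with 2 of the 32 at an unadjusted p under 0.05), fry called 0 (3 at an unadjusted p under 0.05) and geneSetTest 13. Of these 12 lists, mitosis and the TCA cycle kept the camera call without any 1 array. The other 10 lost it without at least 1 ARRB1 array, at adjusted p up to 0.968 for DNA replication, 0.919 for the ATF4 response and for cholesterol synthesis, 0.789 for oxidative phosphorylation, 0.62 for ribosomal proteins, 0.479 for ER chaperones, 0.457 for the mitochondrial enzymes, 0.406 for CREB targets, 0.277 for glycolysis and 0.144 for immediate early genes. Without wtARRB1 replicate 1 the median was -0.404 for the TCA cycle, -0.605 for replication, -0.216 for oxidative phosphorylation and 0.211 for cholesterol synthesis, and without wtARRB1 replicate 2 it was -0.306 for ER chaperones and 0.136 for CREB targets. Without nucARRB1 replicate 2 it was -0.458 for replication, -0.446 for the ATF4 response, -0.313 for ER chaperones, -0.15 for oxidative phosphorylation, 0.463 for immediate early genes, 0.254 for cholesterol synthesis and 0.134 for ribosomal proteins.

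The lower mitosis genes in nucARRB1 may rest on nucARRB1 replicate 1. Without that array the median difference from wtARRB1 was -0.163 (camera adjusted p = 0.0128), against -0.963 with all arrays, and without nucARRB1 replicate 2 it was -1.73. The wtARRB1 arrays also differed, with mitosis scores of -1.32 and -0.763 relative to GFP. An effect of nuclear location, the biological difference in the design, stays open, since the design does not separate it from other differences between the lines.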

How the results depend on the processing

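The settings with filters on mean signal, with parental arrays 2 and 3 as the control and with shared list genes left out were chosen after the results were seen, and all others before the data were examined. Of the genes examined singly, 33 of 85 results in nucARRB1 against GFP and 29 of 82 in wtARRB1 against GFP stayed on the same side of the threshold under every setting tried, 46 and 45 lost it under at least 1, 5 and 6 gained it, and 0 reversed. For GFP against parental 0 of 10 and for nucARRB1 against wtARRB1 2 of 10 stayed under every setting. These settings include other thresholds, whose effect was fixed in advance. The minimum log2 change of 1 ended 61 calls over all comparisons, since it removes every smaller change. The 5% rate can only add calls. Of the 42 list results 40 were calls, the other 2 being the wider HIF1A list, which was not called. All 40 calls were lost with an estimated correlation, 20 with fry and 1 with geneSetTest. No called list changed direction under another normalisation, and the median change of all genes moved by at most 0.031.

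Counts of called genes were 2027 (nucARRB1 against GFP), 1672 (wtARRB1 against GFP), 9 (GFP against parental), 12 (nucARRB1 against wtARRB1), 2556 (both ARRB1 groups) and 1270 (shared). Median scaling gave 3 for GFP against parental and 3 for nucARRB1 against wtARRB1. Probes with a mean signal above the median gave 2 and 5, and a mean log2 of at least 7 gave 1 and 3. A false discovery rate of 5% gave 3085, 2717, 43, 34 and 2076 shared, since it is a looser threshold. The 1% rate with a log2 change of at least 1 gave 654, 496, 4, 546 for both groups and 372 shared, since it is a stricter one. Arrays of the compared groups alone gave 81 for GFP against parental and 1 for nucARRB1 against wtARRB1, and array weights gave 20 for GFP against parental. Parental cells as the control gave 1240, 909 and 639 shared, and parental arrays 2 and 3 gave 1265, 990 and 713 shared. Probes averaged per gene gave 0 for GFP against parental and 2 for nucARRB1 against wtARRB1. Without a shared control 685 and 819 genes were shared. The authors' values gave 2028, 1681, 9 and 12. Median scaling lowered the share of higher genes to 28% in nucARRB1 against GFP (45.7% before), 21.4% in wtARRB1 against GFP (47.5% before) and 24.6% in both groups (45.9% before), and in GFP against parental it called 2 higher and 1 lower (1 and 8 before). The replicate block gave 1542, 1210, 7 and 8. Residuals of arrays with the same replicate number in different groups correlated at r from -0.12 to 0.0764 over 13 pairs. Residuals of the 2 arrays of an ARRB1 group mirror each other. The correlations are therefore tied, and they do not show that a shared batch is absent. The cause was not tested where none is given.

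The median of the wider HIF1A list, not called under any setting, changed sign to 0.0406 for nucARRB1 with parental arrays 2 and 3 as the control. For wtARRB1 it changed sign to -0.0514 with median scaling, -0.0223 with parental cells and -0.0227 with the mean of both control groups as the control, -0.0412 with probes averaged per gene and -0.109 with shared list genes left out. The cause was not tested.

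Over the fits that each left out 1 array, the counts ran from 1281 to 2207 for nucARRB1 against GFP, from 1013 to 2138 for wtARRB1 against GFP, from 0 to 33 for GFP against parental, from 3 to 243 for nucARRB1 against wtARRB1, from 1789 to 2699 for both groups and from 808 to 1341 shared. The lone array left in an ARRB1 group was assumed to vary like the other groups. The HIF1A list median ran from -0.114 to 0.066 for nucARRB1 and from -0.00765 to 0.0467 for wtARRB1. Between nucARRB1 and wtARRB1 the replication median ran from -0.605 to 0.0955 and the cholesterol median from -0.0223 to 0.254, both reversing with loss of the call.

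The neqc background, detection filters and a slide block could not be run, since detection p-values and slides were not used here. Signal over background was not measured, so dim probes limit the calls to an unknown degree.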

Other observations

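The groups of ID, cancer-testis, snoRNA host and tRNA synthetase genes and the tests of the state of the culture, of dim probes, of the genes chosen on these samples and of normalisation for mitosis were chosen after the results were seen, whereas the tests of splits and of normalisation for the ATF4 and replication lists were fixed before. Several further lists held called genes in nucARRB1 against GFP, and camera called none of these lists (12 of the 32 lists were called, 0 with an estimated correlation and 14 by fry of limma). Among histone genes 3 of 21 rose, with H2BC21 (1.61) and H4C14 (1.56), and 3 fell, with H2AX, the variant phosphorylated at DNA breaks (-2.57), and H2AZ1 (-1.19), the list having a camera adjusted p of 0.761. Among ER chaperones DNAJB9 rose 4.09-fold and SDF2L1 (0.502-fold) and MANF (-0.82) were among 3 of 19 that fell, at 0.761 for the list. In the androgen response 3 of 28 rose, with TSC22D3 (2.37) and the protease TMPRSS2 (1.40), and 0 fell, at 0.0776 for the list. In cholesterol synthesis SC5D rose (1.75) and 4 of 19 fell, with EBP (-1.27) and FDPS (-0.75), at 0.59 for the list. In the interferon response B2M (1.32) and HLA-B (0.87), both of antigen presentation, were among 3 of 28 that rose and OAS3 fell (-1.05), at 0.546 for the list. Adjusted over the list alone there were 5 up and 5 down among histones, 3 and 4 among ER chaperones, 5 and 2 in the androgen response, 2 and 4 in cholesterol synthesis and 4 and 1 in the interferon response. Without nucARRB1 replicate 1 the calls on H2BC21, H4C14, TMPRSS2, MANF and FDPS ended (adjusted p = 0.169, 0.0344, 0.128, 0.184 and 0.0211), and H2AZ1 lay at -0.77.

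Of heme and iron genes FTL, ferritin light chain, rose (0.78) and TFRC, the transferrin receptor, fell (-1.07), of 10 measured, at a camera adjusted p of 0.784 for the list. Of endocytic adaptors EPS15 rose (0.71) and 4 of 21 fell, with the kinase GRK6 (-0.66) and AP2S1 (-0.64), at 0.381 for the list. The arrestin list had 0 of 8 called (median -0.0125, mean 0.108, adjusted p = 0.784). The lists of cell type markers had few calls. Of luminal markers 1 of 9 was called (TMPRSS2, list camera adjusted p = 0.589) and of basal markers 0 of 10 (0.736). Of neuroendocrine markers 1 of 13 was called (CALCA at 1.57, list camera adjusted p = 0.574). Of mesenchymal markers 1 of 12 was called (VIM at 1.19, list camera adjusted p = 0.761, with a median of -0.0984 and a mean of 0.00807). Of fibroblast, endothelial and blood markers 0 of 15 were called (list camera adjusted p = 0.925, with a median of -0.0419 and a mean of 0.0185). Adjusted over the list alone there were 2 up and 2 down among heme and iron genes, 1 and 6 among adaptors and 2 and 0 among luminal markers, and the other counts were the same. Without nucARRB1 replicate 1 the calls on FTL, GRK6, AP2S1 and VIM ended (adjusted p = 0.0734, 0.0342, 0.0131 and 0.0118), without replicate 2 that on EPS15 (0.0199), and CALCA fell to 0.976 without replicate 2.

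The ID genes, inhibitors of basic helix-loop-helix factors, were lower in both ARRB1 groups, ID1 by -2.67 in nucARRB1 and -3.13 in wtARRB1, ID2 by -0.97 and -1.65 and ID3 by -2.91 and -2.65, while ID4 was not called. The ID2 call in nucARRB1 ended without replicate 1 (adjusted p = 0.0471). Of 61 cancer-testis genes 8 rose in nucARRB1, led by CTAG2 (2.55), CTAG1A (1.90) and CT45A3 (1.31), and 2 rose and 1 fell in wtARRB1. The snoRNA hosts SNHG5 (2.59 and 1.67) and SNHG32 (1.16 and 0.85) rose in both groups, of 8 measured, and SNHG5 was lower in GFP than in parental cells (-1.03). The SNHG32 call in wtARRB1 ended without wtARRB1 replicate 1 (adjusted p = 0.0113). Of 19 tRNA synthetases, some of which stand in the ATF4 list, 5 rose and 3 fell in nucARRB1 and 7 rose and 2 fell in wtARRB1, SARS1 rising (1.34 and 1.44) and FARSA falling (-0.92 and -0.74). Of the synthetase calls 2 of 8 in nucARRB1 and 4 of 9 in wtARRB1 held whichever array was left out, and of the cancer-testis calls 5 of 8 and 1 of 3. Without nucARRB1 replicate 1 the falls of QARS1 and VARS1 in nucARRB1 ended (adjusted p = 0.105 and 0.0253). None of these called genes changed direction under the 4 other normalisations, of which normexp and the authors' values were again quantile normalised.

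By camera at the preset correlation ATF4 genes were higher and replication and mitosis genes lower in both ARRB1 groups, calls that ended with an estimated correlation (adjusted p from 0.125 to 0.399), and fry did not call mitosis in wtARRB1 (0.063). Another way of splitting the 7 ARRB1 and GFP arrays does not account for the number of called genes, since 1 of the 35 splits, the real one, gave as many (1970 genes in a fit to these arrays, against 2 at most in another split). Normalisation is argued against by medians that kept at least 82.8% of their size for the ATF4 and replication lists (median scaling) and 96.7% for mitosis (cyclic loess). The normexp setting and the authors' values were again quantile normalised, so they add little to that test. The state of the culture may contribute to the ATF4 part, since parental replicate 1, which carries no construct, scored 0.39 higher than the mean of the other parental arrays, which differed by 0.001. For replication that difference was -0.0335 (0.019 between the others) and for mitosis 0.047 (0.014), higher and so away from the ARRB1 arrays, and 1 culture leaves those parts open. ARRB1 expression, the biological difference in the design, stays open too, since the design does not separate it from the derivation and growth of those lines.

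By camera at the preset correlation the wider HIF1A list was not called, whereas that of the genes that the study's text names was. With an estimated correlation neither list was called (camera adjusted p = 0.169 in nucARRB1 and 0.205 in wtARRB1 for the study's genes). The study picked its HIF1A targets from among the genes it found regulated by ARRB1 on these samples, so that list was bound to hold changed genes. Its contrast with the wider list therefore says nothing by itself about HIF1A. The wider list without those genes and the ATF4 genes had a lowest camera p of 0.145, which decides nothing, since the list was not called with them and all 3 of its called risen genes in nucARRB1 were among those left out. Dim probes in the list stay open, since its 30 members with a mean log2 of at least 7 rose in 3 and fell in 5 cases in nucARRB1 and in 4 and 3 in wtARRB1, with a lowest camera adjusted p of 0.703, and a p that misses the threshold does not show that they did not move. An activated HIF1A in the ARRB1 lines, the biological explanation, was not tested here and stays open on these arrays, which read mRNA and not protein. With the nucARRB1 expression profile, the study tested sets of genes that respond to hypoxia in another prostate cancer line. It reported a robust correlation and read it as a hypoxic signature. That test was not run here. The study also tested HIF1A activation by other means. It reported more HIF1A protein in nucARRB1 cells under normoxia. Overexpression of FH and SDHA in these cells lowered HIF1A protein and the expression of its metabolic targets.

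For the 9 genes called between GFP and parental, a fit to those 6 arrays alone called 81 in the real split and 0 in any other of the 10 splits, which are too few for a share under 0.05.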
